A study of Mus musculus with 6 samples. Its data were reported in "Sex-based disparities in DNA methylation and gene expression in late-gestation mouse placentas" (2024).

How the data were processed

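RNA was measured by mRNA sequencing in whole placentas of C57BL/6 mice at day E18.5 of gestation, 3 from male and 3 from female embryos. Per the study's methods, the placentas came from 3 different litters. Some of them therefore shared a dam. The methods also say that maternal myometrium and decidua were dissected away and each frozen placenta was ground to powder. The sex was read from the DNA of the embryo's tail. Libraries were made with the NEBNext Ultra II Directional kit, which marks the strand, and sequenced as read pairs on a NovaSeq. The labels assigned each library to a sex and gave it a number from 1 to 3, but no litter.

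The values used were the counts that the authors deposited, whole-number reads per Ensembl gene with no normalization and 1 library per file. Before counting, the authors trimmed reads with Trimmomatic 0.36 (submitters' processing notes) and aligned them to GRCm38 (mm10) with the GenPipes RNA-Seq pipeline. The submitters' processing notes also name DESeq2 1.24.0. The file layout is that of htseq-count; the aligner, the counter, the annotation release and the strand setting of the counting are not given in the sources used here. Where strand was not used, reads of a gene and of its antisense partner are counted together. Reads with several alignments, 13.3% to 14.8% of the total, were not assigned to genes, so that near-identical copies lose reads and values of the prolactin, cathepsin, pregnancy-specific glycoprotein, globin and Ifi200 families are uncertain.

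Each file held 47069 gene rows, of which 46574 matched an identifier of GENCODE M21 (GRCm38), the source of symbols and coordinates, and 495 did not. Another 5 rows held reads not assigned to a gene. They made up 19.1% to 23.1% of the total and were left out of library sizes and tests. Reads on genes numbered 31.26, 23.20 and 23.97 M in male replicates 1, 2 and 3 and 32.58, 30.05 and 28.88 M in female replicates 1, 2 and 3. Counts between libraries correlated at 0.986 to 0.991 on a log scale across genes, which are not independent replicates. Within each sex, every pair of libraries differed by more than sampling noise (chi-square per degree of freedom 15.7 to 26.8), so that each library was counted as 1 replicate.

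Counts were tested with edgeR 4.0.16 in R 4.3.3. The model had sex as its only term, TMM normalization, the filterByExpr filter and the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a call at an adjusted p below 0.05 with no minimum fold. The filter removed 31011 genes and left 16058. All log2 fold changes are female minus male. The standard error (SE) of a fold change was its size divided by the square root of the F statistic. Levels are counts-per-million (CPM) scaled by TMM, given as mean ± SD over the 3 libraries of a sex. For a gene with 0 reads in one sex, the fold is a lower bound against a floor of 3 reads over that group, which covers counting error only. The biological coefficient of variation was 12.6%. The p-values measure the spread between these 6 placentas, and the labels do not say which of them shared a dam.

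A gene counted as expressed where its count divided by the DESeq2 size factor exceeded 1, the definition in the study's text. The legend of its figure asks for a read count above 0 in every sample of a sex, which was an alternative here. Numbers of expressed genes per library were compared by a two-sided exact permutation test, for which 3 libraries against 3 give a smallest p of 0.1. Gene lists were tested with camera in limma 3.58.1, with the inter-gene correlation preset at 0.01, for lists with at least 3 tested members, and adjusted over the 31 lists tested. The correlation was also estimated from the data for each list, and fry was run as a second test. Members were also adjusted over the list alone. The lists were Y-linked genes, X-inactivation escape genes, X-linked chromatin and transcription regulators, the prolactin family, placental cathepsins, pregnancy-specific glycoproteins, spongiotrophoblast and glycogen cell markers, trophoblast giant cell markers, syncytiotrophoblast markers, endothelial, stromal and pericyte, decidual, uterine NK cell, yolk sac endoderm, stratified epithelium, definitive erythroid, macrophage, neutrophil and monocyte, and B and T lymphocyte markers, primitive erythroid globins, interferon-stimulated genes, nutrient transporters, fatty acid oxidation and ketogenesis, cholesterol synthesis, steroid synthesis, metallothioneins and glucocorticoid-induced genes, hypoxia-induced genes, immediate early genes, imprinted genes, germline genes, cell cycle genes and the essential placental genes that the study took from published work. Genes that the study printed from these samples formed 4 further lists, which were only counted. Of all listed symbols, Ahsp had no match.

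The design, lists, alternatives and the rule for named genes were fixed before the data were examined. Several lists hold genes that the study had already reported from these samples. Apart from Xist in the essential genes, the list tests were not repeated without them. These tests are therefore not independent of the study's results. The rule takes Xist and the Y-linked list; autosomal genes past the threshold, filled up to 5 per direction with the smallest p as values that did not pass; other X-linked genes past the threshold; genes the study plotted; and, for each list described, up to 4 members with the smallest p, with the member of highest CPM for cell type lists. Members of lists that were not called are not named unless another part of the rule takes them; this limit was set after their values were seen. Alternatives were DESeq2 1.42.0 in place of edgeR, with its own size factors and filter instead of filterByExpr (called DESeq2 below), DESeq2 size factors, TMM from autosomal genes, no filter, the study's filter, the replicate number as a block, a robust spread estimate, other thresholds and leaving out each library in turn. An alternative without both libraries numbered 1, which had the largest shares of reads outside annotated genes, was chosen after the data were seen, as were DESeq2 on the genes that pass filterByExpr, DESeq2 with no filter at an unadjusted p, a requirement of 2 reads after thinning the libraries and the list of essential genes without Xist.

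The tests were checked on simulated counts for the female minus male comparison over 16058 genes, with 50 genes changed at each of 4 sizes. edgeR recovered 32% of genes changed by 0.5 on the log2 scale, 74% at 1, 98% at 2 and 100% at 4, with 17 false calls. DESeq2 recovered 36%, 72%, 96% and 100%, with 26 false calls. In numbers of genes, edgeR recovered 16, 37, 49 and 50 and DESeq2 18, 36, 48 and 50. In this simulation the false calls of both tools made up a larger share of their calls than the threshold of 0.05. Calls with an adjusted p close to 0.05 are therefore less certain than that value states. Of the unchanged genes, 4.53% had an unadjusted p below 0.05 with edgeR and 4.23% with DESeq2. In these tests camera called 0% of random lists. The simulated genes were drawn independently, so this could not show how camera behaves where genes of a list are correlated. Sequencing of DNA methylation from the same study was not analysed here.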

Results

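The data were RNA-seq read counts of 6 whole placentas from C57BL/6 mice at day E18.5 of gestation, shortly before birth, 3 from male and 3 from female embryos. The mature mouse placenta has a labyrinth, where syncytiotrophoblast lies between maternal and fetal blood, and a junctional zone, which secretes hormones. Reads on genes ranged from 23.20 to 32.58 M per library. Reads aligned outside annotated genes made up 8.39%, 5.70% and 4.76% of the total in male replicates 1, 2 and 3 and 6.16%, 5.33% and 4.66% in female replicates 1, 2 and 3. Mitochondrial genes took 1.24%, 0.548% and 1.09% of the reads on genes in the males and 1.15%, 0.526% and 1.04% in the females. In both sexes the first share was highest in replicate 1 and the second lowest in replicate 2. The first 3 principal components held 27.8%, 22.7% and 21.5% of the variance.

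The sex of each library was checked first. Xist, the RNA that starts X inactivation (ENSMUSG00000086503, X chromosome, 103460366 to 103483254, minus strand, GRCm38), was at 395 ± 44.0 CPM in female and 7.48 ± 5.32 CPM in male placentas, which is 53.2-fold higher in females in the fitted model (log2 fold change 5.73 ± 0.38 SE). With edgeR its adjusted p was 5.42e-05, but 0.298 when the spread was estimated robustly. The male libraries held 176, 317 and 77 Xist reads. Xist and its antisense gene Tsix share reads if strand was not used in counting. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, broadly expressed partners of X-linked genes, had 0 reads in all 3 female libraries. Their male levels were 59.8 ± 6.05, 21.4 ± 2.37, 19.23 ± 2.79 and 12.7 ± 2.47 CPM, at least 1832-fold, 656-fold, 589-fold and 388-fold higher than in females, and all 4 passed the edgeR test. Usp9y had 15 reads and Zfy1 5 reads over the 3 males and 0 over the females, at least 5.10-fold and 2.06-fold higher, and neither had enough reads for the test. The Y-linked list was the only one called by camera with both the preset correlation (4 of 4 tested members lower in females) and an estimated one (adjusted p = 8.20e-05). Each library thus matched the sex on its label.

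The main question was which genes differ between male and female placentas. Outside the sex check, 3 genes passed, all higher in females. Hmgcs2, the mitochondrial enzyme that commits acetyl-CoA to ketone bodies (ENSMUSG00000027875, chromosome 3, 98280435 to 98310738), was the only autosomal one, at 28.3 ± 3.01 CPM in female and 14.7 ± 2.12 CPM in male placentas, 1.93-fold higher. Bcorl1, an X-linked transcriptional corepressor (ENSMUSG00000036959, 48341358 to 48408049), was 1.60-fold higher, at 57.8 ± 1.66 against 36.2 ± 1.17 CPM. Kdm5c, an X-linked histone H3K4 demethylase that escapes X inactivation (ENSMUSG00000025332, 152233020 to 152274535), was 1.49-fold higher, at 245 ± 6.20 against 165 ± 10.04 CPM. For each of these genes all 3 female libraries lay above all 3 male libraries; chance separates the groups in one or the other direction for 10% of genes.

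The log2 fold changes were 0.95 ± 0.13 SE for Hmgcs2, 0.67 ± 0.08 for Bcorl1 and 0.57 ± 0.08 for Kdm5c, with edgeR adjusted p of 0.0399, 0.00895 and 0.0399. Of 16058 genes tested with edgeR, 8 were called, 1 of 15399 autosomal genes, 3 of 580 X-linked genes with Xist, and 4 of 5 Y-linked genes. No autosomal gene was called higher in males. At an unadjusted p below 0.05, 269 autosomal genes were higher in females and 199 in males, together 3.04% of those tested, and on the X chromosome 41 and 3. In the simulated counts 4.53% of unchanged genes passed this threshold with edgeR. The autosomal counts alone therefore do not show a difference between the sexes. DESeq2, which was run without the edgeR filter, on 30692 genes, called 6 autosomal genes higher in females and 5 in males, 5 X-linked genes higher in females and 5 Y-linked genes, among them all 8 edgeR calls. On the genes that pass the edgeR filter it called 10, 5, 5 and 4, and edgeR with no filter gave 95 calls. These calls rested on all 6 libraries: with edgeR, Hmgcs2 passed only without female replicate 1 (adjusted p = 0.0424), and had adjusted p of 0.0975, 0.0544 and 0.305 without male replicates 1, 2 and 3 and 0.250 and 0.180 without female replicates 2 and 3. Bcorl1 passed without male replicate 1 (0.0475) or female replicate 1 (0.0424) but not without male replicates 2 and 3 (0.0568 and 0.0717) or female replicates 2 and 3 (0.0889 and 0.0530), and Kdm5c missed the threshold in all 6 cases (adjusted p 0.0975 to 0.305), while their log2 fold changes moved by less than 1.5 times.

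Among autosomal genes, several placental regulators and hormones had the next smallest p without passing the edgeR test over all genes. Higher in females were Gcm1, the transcription factor that drives syncytiotrophoblast formation (log2 fold change 0.85 ± 0.15 SE, 10.5 ± 0.853 against 5.83 ± 0.786 CPM), the protease gene Adamts9 (0.45 ± 0.08), the transcription factor Sp6 (0.72 ± 0.14) and the keratin Krt23 (0.81 ± 0.15), with edgeR adjusted p of 0.196 to 0.254. Lower in females were the metallothionein Mt2 (-0.56 ± 0.09 SE, 60.9 ± 7.40 against 89.7 ± 2.93 CPM) and the prolactin-family hormones Prl7a1 (-0.74 ± 0.14), Prl2c1 (-0.71 ± 0.13), Prl3d1 (-0.89 ± 0.19) and Prl2a1 (-0.43 ± 0.10), with adjusted p of 0.161 to 0.637. DESeq2 called all of these except Prl3d1 (adjusted p 0.000253 to 0.0394). Outside Xist and the Y-linked genes, however, DESeq2 called 16 genes in all. In the other splits of the 6 libraries into 3 and 3, which do not follow sex, it called 161, 67, 42, 19, 7, 2, 1, 0 and 0. Of the other genes that the study plotted, the X-linked general transcription factor subunit Taf1 had a log2 fold change of 0.59 ± 0.09 SE (edgeR adjusted p = 0.0652, DESeq2 adjusted p = 1.64e-05), the endoderm and trophoblast transcription factor Gata6 of 0.43 ± 0.12 and the noncoding antisense gene Panct2 of 1.20 ± 0.34, at 0.865 ± 0.140 against 0.380 ± 0.0851 CPM. Gata6 and Panct2 passed neither test after adjustment.

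**Figure D1:**
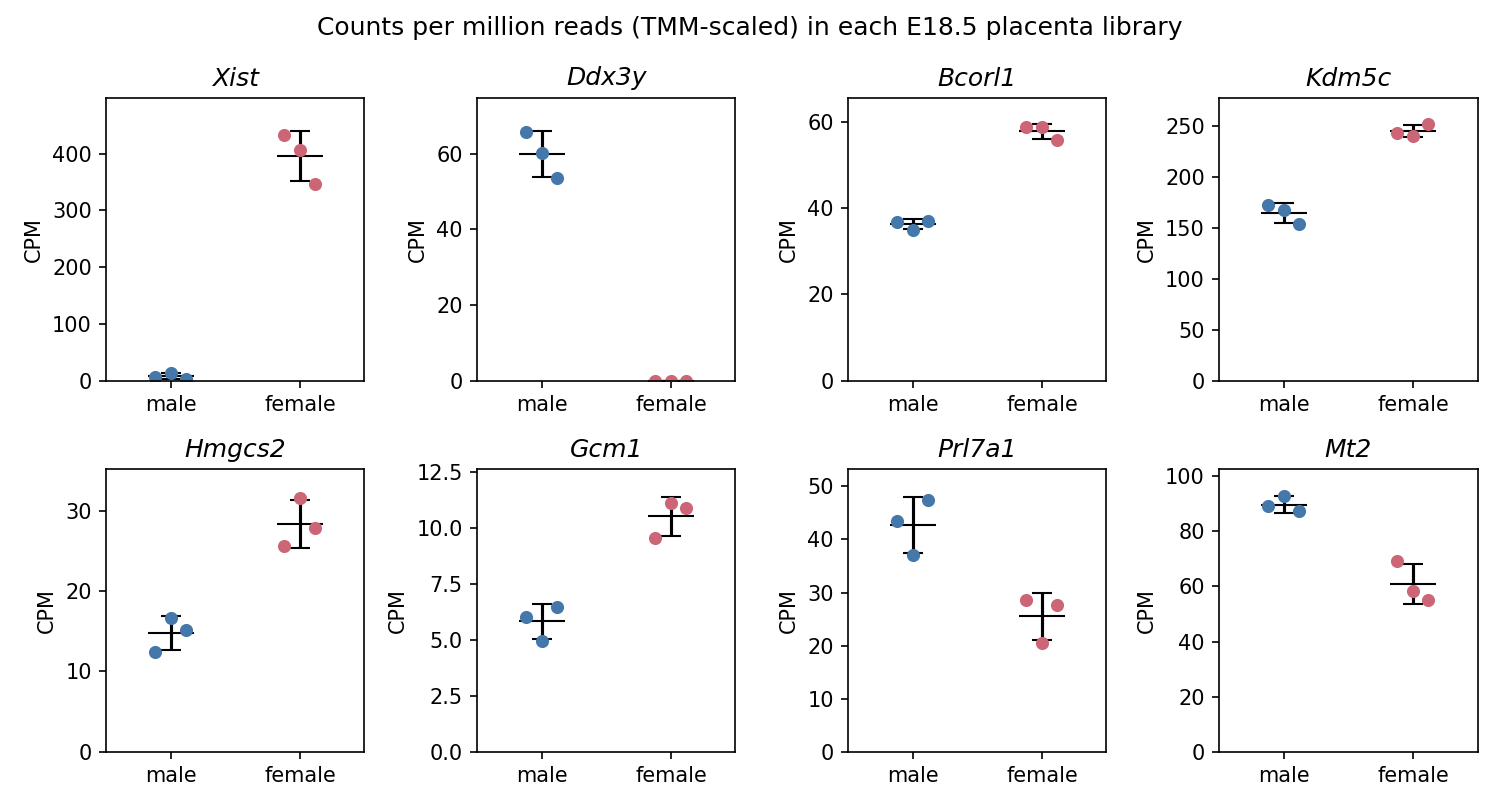
Counts-per-million (CPM, TMM-scaled, vertical axes, each starting at 0) of 8 genes in the 3 male and 3 female libraries. Points are libraries and bars the mean ± SD. Xist, Bcorl1, Kdm5c, Hmgcs2 and Gcm1 lie higher in every female library and Ddx3y, Prl7a1 and Mt2 in every male library, and Gcm1, Prl7a1 and Mt2 did not pass the edgeR test over all genes.

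X-linked genes were slightly higher in females as a set. By camera, their shift relative to the other genes had a p of 0.00303, and of 0.156 with an estimated correlation. A split that does not follow sex, male replicate 1 and female replicates 1 and 3 against the rest, gave a smaller camera p of 0.000304. The remaining such splits gave camera p of 0.00586 to 0.886. Among 579 tested X-linked genes without Xist, 59.8% had a higher fitted level in females, against 48.7% of autosomal genes, with median log2 fold changes of 0.033 and -0.003. Among them were chromatin and transcription regulators and genes known to escape X inactivation. Of 23 X-linked regulators, 18 were higher in females (median 0.13), and 8 passed when adjusted over the list alone, against 2 over all genes with edgeR. DESeq2 called Bcorl1, Kdm5c and Taf1 over all genes. Camera gave an adjusted p of 2.03e-14, and an adjusted p = 0.116 with an estimated correlation. The leading ones were Bcorl1, Kdm5c, Taf1 and the H3K27 demethylase Kdm6a (0.35 ± 0.10 SE). The study had chosen 9 of the 23 on these samples, so that their direction is not independent evidence. Of 12 escape genes, 11 were higher (median 0.17), and Kdm5c, the translation initiation factor Eif2s3x (0.54 ± 0.08), Kdm6a and the ribosome biogenesis gene Utp14a (0.40 ± 0.13) passed when adjusted over the list alone, against Kdm5c over all genes with edgeR. DESeq2 called Kdm5c and Eif2s3x over all genes (adjusted p of 2.23e-08 and 9.56e-05). Camera gave an adjusted p of 3.23e-10, and an adjusted p = 0.130 with an estimated correlation. All 4 that passed over the list alone were among those the study chose. By the camera test, the X-linked shift missed the threshold without male replicate 2 (median 0.041), male replicate 3 (0.022) or female replicate 1 (0.019), with no filter in edgeR (0.022) or DESeq2 (0.016), and its median was 0.056 without male replicate 1. The median of the escape genes was 0.30 without male replicate 1 and 0.31 without female replicate 3, and that of the regulators 0.086 without male replicate 3.

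Syncytiotrophoblast markers and nutrient transporters were higher in females as lists. Camera gave adjusted p of 3.23e-10 for the former and 1.78e-05 for the latter, and adjusted p of 0.130 and 0.241 with an estimated correlation, so that both calls hold only with the preset one. All 11 tested syncytiotrophoblast markers had higher fitted levels in females, with a median log2 fold change of 0.19. Gcm1, Sp6, the epithelial transcription factor Ovol2 (0.40 ± 0.12 SE) and the transcription factor Cebpa (0.35 ± 0.11) passed when adjusted over the list alone. Over all genes edgeR called none and DESeq2 Gcm1 and Sp6, and the same 4 had an unadjusted p below 0.05 with edgeR; the study chose Gcm1, Ovol2 and Cebpa on these samples. The most abundant marker, the lactate transporter Slc16a1, differed by 0.04 ± 0.12 SE. Among nutrient transporters 21 of 24 were higher, with a median of 0.10. Their members with the smallest p were the organic cation transporter Slc22a1 (1.75 ± 0.50, below 1 CPM in both sexes), the zinc transporter Slc39a8 (0.38 ± 0.12), the steroid and bile acid transporter subunit Slc51a (1.15 ± 0.40) and the glucose transporter Slc2a3 (0.25 ± 0.09). No transporter passed when adjusted over the list alone or over all genes with edgeR (4 had an unadjusted p below 0.05, and DESeq2 called none), and 4 members were chosen by the study. The median of the transporters was 0.066 without male replicate 2 and 0.037 without female replicate 3.

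Red cell genes were also higher in females as a list. The camera adjusted p was 8.73e-11, and the call was lost with an estimated correlation (adjusted p = 0.130). All 9 tested definitive erythroid markers were higher (median 0.35), and 6 passed when adjusted over the list alone, none over all genes with edgeR (6 at an unadjusted p below 0.05) or DESeq2. The adult globins Hba-a1, Hba-a2 and Hbb-bt and the X-linked heme synthesis gene Alas2, which the study chose on these samples, had log2 fold changes of 0.33 to 0.38. The most abundant, Hbb-bs, was at 1634 ± 342 CPM in females and 1256 ± 90.4 CPM in males. Without female replicate 1 the log2 fold changes were 0.22 for Hba-a1 and 0.19 for Hbb-bs, and without both libraries numbered 1 they were 0.21 for Hba-a1, 0.16 for Hba-a2 and 0.24 for Hbb-bt and Hbb-bs, with a median of 0.23. The globins are near-identical copies that lose reads aligning to several of them, and the counts do not separate fetal from maternal blood. Of the primitive erythroid globins, too few had enough reads for a test of the list.

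Prolactin-family genes, giant cell markers and placental cathepsins were lower in females as lists. Camera gave adjusted p of 8.66e-13, 1.28e-06 and 6.11e-05, and all 3 calls were lost with an estimated correlation (adjusted p of 0.155, 0.217 and 0.241). Of 24 tested members of the prolactin family, which in mice includes the placental lactogens, 21 were lower in females, with a median log2 fold change of -0.24. The members with the smallest p were Prl7a1, Prl2c1, Prl3d1 and Prl2a1, given above, and 6 passed when adjusted over the list alone. Over all genes edgeR called none and DESeq2 Prl7a1, Prl2c1 and Prl2a1, and at an unadjusted p below 0.05 with edgeR 10 members were lower and 1 higher. The study chose 4 members on these samples. Of 9 trophoblast giant cell markers 8 were lower (median -0.22); the proliferin Prl2c2 (-0.55 ± 0.16 SE) and Prl3d1, both chosen by the study, passed when adjusted over the list alone. The most abundant, the placental lactogen Prl3b1, was at 13449 ± 1068 CPM in females and 15681 ± 2591 CPM in males, and its log2 fold change was -0.22 ± 0.14 SE. Most giant cell markers, among them Prl3d1, Prl2c2, Prl3b1, Ctsj and Ctsq, also belong to the prolactin family or the cathepsins. The giant cell call is therefore not separate from theirs. All 6 tested placental cathepsins, cysteine proteases of giant cells, were lower (median -0.27). They included Cts6 (-0.39 ± 0.15), Ctsj (-0.30 ± 0.14), Ctsq (-0.28 ± 0.14) and Ctsm (-0.26 ± 0.18), none of which passed when adjusted over the list alone (1 had an unadjusted p below 0.05, and DESeq2 called none). Spongiotrophoblast and glycogen cell markers (median -0.10, camera adjusted p = 0.0562) and pregnancy-specific glycoproteins (-0.07, 0.243) were not called; the former were called with DESeq2 (-0.10, 0.00867, and 0.0165 with the edgeR filter) and without female replicate 1 (-0.12, 0.0134) or 2 (-0.09, 0.0305), and the latter without female replicate 3 (-0.11, 0.0159). Without male replicate 1 the medians were -0.13 for the prolactin family, -0.11 for the giant cell markers and -0.17 for the cathepsins, the prolactin median was -0.38 without male replicate 3, and that of the cathepsins was -0.16 without both libraries numbered 1. Prl2c2 was at -0.33, Prl3b1 at -0.09, Cts6 at -0.23, Ctsj at -0.17 and Ctsm at -0.17 without male replicate 1, Ctsm at -0.09 and -0.50 without female replicates 2 and 3, and Prl3d1 at -0.53 and Prl2c2 at -0.31 without both libraries numbered 1. Reads that align to several members of these families were not assigned, so that near-identical members lose reads.

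Interferon-stimulated genes, macrophage markers and uterine NK cell markers were lower in females as lists. Camera adjusted p were 2.07e-12, 4.40e-05 and 0.0449, and all 3 calls were lost with an estimated correlation (adjusted p of 0.130, 0.232 and 0.469). Of 27 interferon-stimulated genes, 26 were lower (median -0.17). They included the antiviral genes Ifit2 (-0.57 ± 0.15 SE), Ifit1 (-0.42 ± 0.13) and Rsad2 (-0.32 ± 0.11) and the DNA sensor family member Ifi203 (-0.55 ± 0.19). The study chose Ifit2 and Ifi203 on these samples. Of 11 macrophage markers 10 were lower (median -0.39), with C3ar1 (-0.62 ± 0.26), chosen by the study, Cd68 (-0.26 ± 0.11), Fcgr1 (-0.49 ± 0.27) and C1qa (-0.53 ± 0.32) leading and the most abundant, Csf1r, at -0.11 ± 0.09. Of 8 tested uterine NK cell markers, 7 were lower (median -0.25); the most abundant, the granzyme Gzmg, had a log2 fold change of -0.36 ± 0.18, Gzmd of -0.30 ± 0.20 and Prf1 of -0.28 ± 0.28, while Gzma, below 1 CPM, had 0.69 ± 0.39. No member of these 3 lists passed when adjusted over the list alone or over all genes; unadjusted p below 0.05 were found for 7 interferon-stimulated genes, 2 macrophage markers and 0 uterine NK cell markers, and DESeq2 called none. Neutrophil and monocyte markers (median -0.07, adjusted p = 0.746) and B and T lymphocyte markers (-0.08, 0.0727) were not called; the latter were called without male replicate 3 (-0.21, 0.0373) or female replicate 1 (-0.31, 0.0276). The uterine NK cell call was lost without female replicate 1 (median -0.07, adjusted p = 0.842), male replicate 1 (-0.23, 0.0657), male replicate 2 (-0.23, 0.0805) or male replicate 3 (-0.22, 0.122), without both libraries numbered 1 (-0.09, 0.825), with no filter (-0.25, 0.0942) and with the study's filter (-0.28, 0.0802). The macrophage median was -0.13 without male replicate 1, -0.69 without female replicate 1 and -0.23 without female replicate 3, and that of the interferon-stimulated genes -0.26 without female replicate 1. Without male replicate 1, C3ar1 was at -0.38, Fcgr1 at -0.31 and C1qa at -0.32; without female replicate 1, C1qa at -1.02, Gzmg at -0.18, Gzmd at -0.12 and Prf1 at -0.05; Cd68 at -0.10 without male replicate 2, Rsad2 at -0.21 without male replicate 3, Prf1 at -0.50 without female replicate 2, and C1qa at -0.23 and Gzmd at -0.54 without female replicate 3.

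Of the markers of other tissues, stratified epithelium and yolk sac endoderm markers were called higher in females, and each call was lost when 1 library was left out. Stratified epithelium markers, which the amnion also uses, were higher in females for 12 of 14 (median 0.59, camera adjusted p = 3.02e-05, 0.241 with an estimated correlation). The epithelial transcription factor Trp63 (0.59 ± 0.13 SE) passed when adjusted over the list alone, and Bnc1 (1.10 ± 0.35) and Trpv3 (1.07 ± 0.42), both chosen by the study with 1 further member, did not. The keratin Krt5 (2.55 ± 1.05 SE) had 600 reads in female replicate 3 and 36 and 61 in female replicates 1 and 2, and the most abundant marker, Perp, differed by -0.03 ± 0.09. Krt5 was at 0.18 without female replicate 3 and 4.09 without male replicate 2, and Trpv3 at 0.53 without female replicate 2. Without female replicate 3 the call was lost (median -0.07, adjusted p = 0.449), and the median was 1.22 without male replicate 2 and 0.95 without female replicate 1. Yolk sac endoderm markers were higher for 12 of 13 (median 0.31, camera adjusted p = 0.0120, 0.397 with an estimated correlation), with no member passing when adjusted over the list alone, at an unadjusted p below 0.05 with edgeR or with DESeq2. Amn (1.00 ± 0.56), Apoa1 (0.91 ± 0.61), Fgb (0.94 ± 0.82), Hnf4a (0.30 ± 0.26) and the most abundant, Afp (0.79 ± 0.75), had large errors. Hnf4a was at 0.053 without female replicate 2 and 0.53 without female replicate 1. Amn was at 0.41 without female replicate 1 and 0.62 without male replicate 2. Without female replicate 1 the median turned to -0.13 (adjusted p = 0.693), the call was also lost without male replicate 2 (0.31, 0.0760), male replicate 3 (0.27, 0.202) or both libraries numbered 1 (0.23, 0.218), and the median was 0.98 without male replicate 1 and 0.60 without female replicate 3. Decidual markers (median -0.20, adjusted p = 0.352), stromal and pericyte markers (-0.10, 0.0658) and endothelial markers (-0.03, 0.496) were not called. Without male replicate 1 or both libraries numbered 1, decidual markers (-0.35, 0.00414, and -0.62, 0.000388) and stromal and pericyte markers (-0.21, 0.00178, and -0.23, 1.06e-05) were called; the latter were also called without male replicate 3 (-0.11, 0.0305) or female replicate 1 (-0.17, 0.00425) and with DESeq2 (-0.10, 0.0137, and 0.0351 with the edgeR filter), and endothelial markers without female replicate 3 (-0.09, 0.0183).

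Among metabolic and other pathways, cell cycle genes were higher and germline genes lower in females as lists. Camera adjusted p were 2.24e-05 and 8.12e-09, and both calls were lost with an estimated correlation (adjusted p of 0.232 and 0.0662). Of 20 cell cycle genes 17 were higher (median 0.22). The proliferation marker Mki67 (0.46 ± 0.14 SE), the cyclin Ccna2 (0.52 ± 0.18) and the mitotic kinases Bub1 (0.56 ± 0.25) and Plk1 (0.45 ± 0.21) led, and none passed when adjusted over the list alone (2 had an unadjusted p below 0.05, and DESeq2 called none). Of 10 tested germline genes, which are silenced in most somatic cells, 8 were lower (median -0.63), and 6 passed when adjusted over the list alone, none over all genes with edgeR (6 at an unadjusted p below 0.05) or DESeq2. They included Dazl (-1.48 ± 0.39), Sohlh2 (-1.38 ± 0.38), Sycp1 (-1.18 ± 0.38) and Slc25a31 (-0.74 ± 0.22). The first 3 were chosen by the study, and levels were low, with Dazl at 0.267 ± 0.117 CPM in females and 0.761 ± 0.0756 CPM in males.

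Fatty acid oxidation and ketogenesis genes were higher for 14 of 21 (median 0.03, camera adjusted p = 0.0101, 0.241 with an estimated correlation). Apart from Hmgcs2, the members with the smallest p were Acsm3 (1.26 ± 0.36 SE), chosen by the study, Cpt2 (0.15 ± 0.09) and Ehhadh (0.20 ± 0.13), and only Hmgcs2 passed when adjusted over the list alone. Ehhadh was at 0.33 and 0.10 without male replicates 1 and 3, and Cpt2 at 0.094 without male replicate 2. The list was not called without male replicate 2 (median 0.0052, adjusted p = 0.129) or female replicate 3 (0.017, 0.0636); its median was 0.072 without male replicate 3, 0.062 without female replicate 1 and 0.049 without both libraries numbered 1. Cholesterol synthesis genes were lower for 14 of 18 (median -0.09, camera adjusted p = 0.0208, 0.367 with an estimated correlation). The low-density lipoprotein receptor Ldlr (-0.21 ± 0.08), Idi1 (-0.35 ± 0.24), Cyp51 (-0.14 ± 0.10) and Hmgcs1 (-0.10 ± 0.08) led, and none passed when adjusted over the list alone (1 had an unadjusted p below 0.05, and DESeq2 called none). This call was lost without male replicate 3 (median -0.056, adjusted p = 0.235) or female replicate 3 (-0.033, 0.256) and with no filter (-0.08, 0.0854). Without female replicates 1 and 3, Cyp51 was at -0.21 and -0.075 and Hmgcs1 at -0.15 and -0.044. Not called with camera were steroid synthesis (median -0.02, adjusted p = 0.746), hypoxia-induced (0.02, 0.746), imprinted (0.01, 0.165) and immediate early genes (-0.01 with a mean of 0.0040, 0.789); imprinted genes were called with DESeq2 (0.0055, 0.0349) and without male replicate 2 (0.045, 0.0108). Metallothioneins and glucocorticoid-induced genes were not called either (median 0.02, mean -0.05, adjusted p = 0.0967), although Mt2 was 1 of 2 members that passed when adjusted over the list alone; the list was called with DESeq2 (0.018, 0.0379) and without male replicate 1 (-0.015, 0.00461), female replicate 3 (-0.045, 0.00955) or both libraries numbered 1 (0.0091, 0.0182).

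A further question of the study was whether genes essential for placental development differ between the sexes. Of 183 such genes tested, 96 had a higher fitted level in females, with a median log2 fold change of 0.01. Xist and Gcm1 passed when adjusted over the list alone and only Xist over all genes with edgeR. DESeq2 called both Xist and Gcm1 over all genes (adjusted p for Gcm1 0.00168). The study chose 10 members on these samples. The list was not called with camera (adjusted p = 0.0697, 0.323 with an estimated correlation; 0.196 when Xist was left out). With Xist in the list it was called with no filter (median 0.021, adjusted p = 0.0116), the study's filter (0.017, 0.0488) and DESeq2 (0.014, 0.00789), and without male replicate 2 (0.033, 0.0177), male replicate 3 (0.020, 0.0305) or female replicate 1 (0.022, 0.0290). The fry test of limma in its mixed form, which asks whether genes change in either direction, gave an adjusted p = 0.000767 with Xist and an adjusted p = 0.581 without it. In all, camera called 18 of 31 lists with the preset correlation, 9 higher and 9 lower in females, and 1, the Y-linked list, with an estimated correlation. Fry called 1 list, the Y-linked one, after adjustment, and in its mixed form 10, among them the X-linked regulators (adjusted p = 0.00281), the syncytiotrophoblast markers (adjusted p = 0.0170) and the metallothioneins and glucocorticoid-induced genes (adjusted p = 0.0263), or 7 when Xist was left out of the essential genes.

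**Figure D2:**
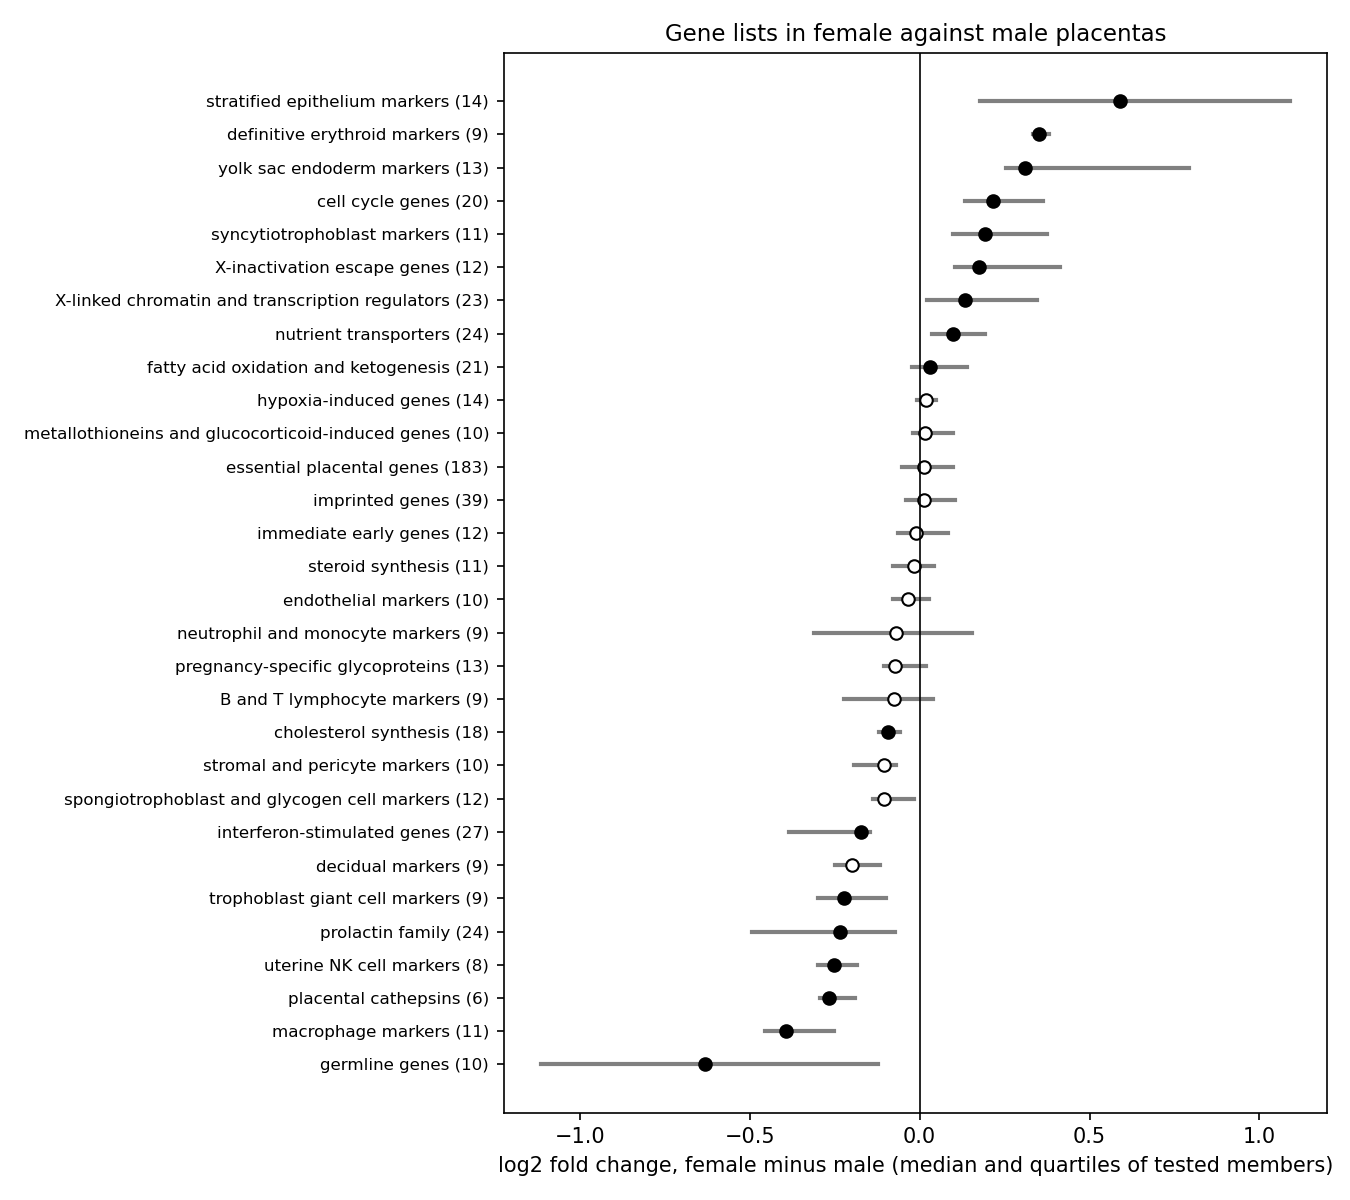
Median log2 fold change, female minus male (horizontal axis), of 30 gene lists, with bars from the first to the third quartile of the tested members, whose number stands behind each name. Filled points mark lists called by camera with the preset correlation; none of those drawn was called with an estimated correlation. The medians run from -0.63 for germline genes to 0.59 for stratified epithelium markers, and the Y-linked list is not drawn.

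The genes that the study printed as its leading ones were also counted. Since they were chosen on these samples, their agreement in direction is not independent evidence. All 21 tested autosomal genes printed as higher in males, all 25 as higher in females, all 26 X-linked genes as higher in females and the 1 tested X-linked gene as higher in males had the printed direction. At an unadjusted p below 0.05, 21, 24, 25 and 0 of these passed with edgeR. After adjustment 3 passed, all X-linked and higher in females, namely Xist, Bcorl1 and Kdm5c. DESeq2 called 8, of which 5 were X-linked.

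The number of expressed genes was compared last. More autosomal genes had a normalized count above 1 in male placentas, 18633 in all 3 libraries against 17862 in females. Per library the numbers were 21599 ± 255 in males and 20129 ± 713 in females (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). On the X chromosome, 732 and 702 genes passed in all 3 male and female libraries, with 883 ± 30.6 and 815 ± 41.7 per library (exact permutation p = 0.2). On the Y chromosome, 10 genes passed in all 3 male libraries and 2 in all 3 female libraries. The source of the reads on these 2 genes in females was not tested. The direction depended on the definition. With at least 1 read required, as in the legend of the study's figure, 19104 autosomal genes passed in all 3 males and 19427 in all 3 females, and the per-library numbers were 22558 ± 1840 and 22589 ± 1062 (exact permutation p = 1). Above 1 CPM, 12698 autosomal genes passed in each sex.

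**Figure D3:**
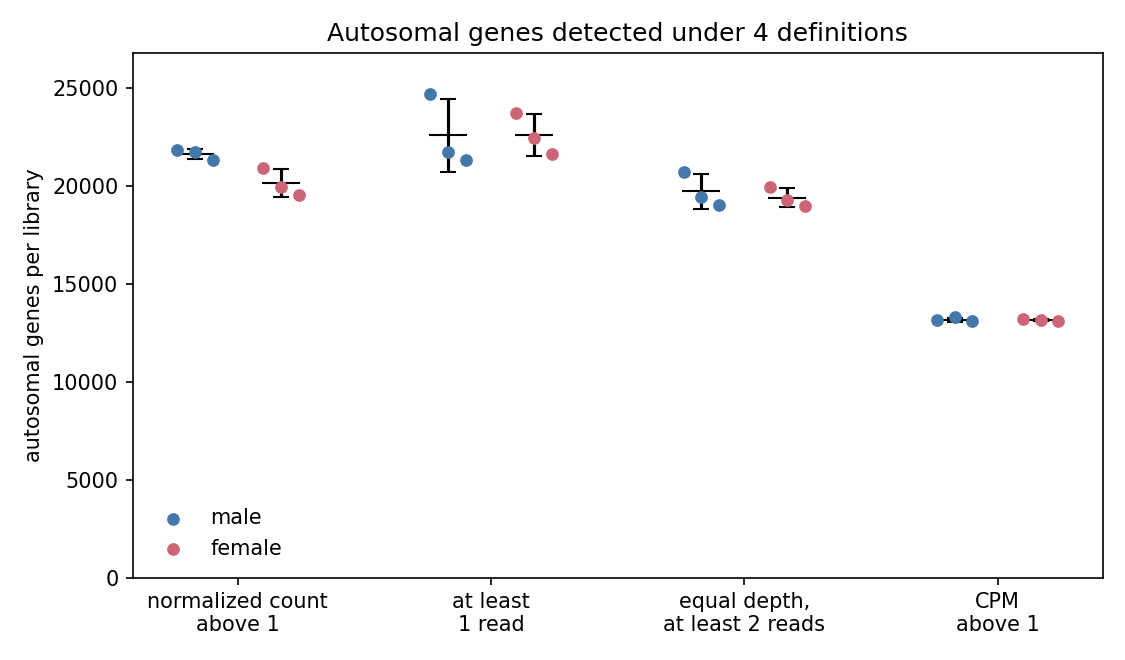
Number of autosomal genes per library (vertical axis, from 0) under 4 definitions of a detected gene. Points are the 3 male and 3 female libraries and bars the mean ± SD. The sexes separate for a normalized count above 1, with means of 21599 and 20129, and overlap under the other definitions.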

Values the study reported

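The study reported 397 differentially expressed genes between male and female E18.5 placentas. Of these, 358 were autosomal, with 145 higher in males and 213 higher in females, and 39 were X-linked, with 2 higher in males and 37 higher in females. For genes with a normalized read count above 1 in all replicates of a sex, it counted 26,182 autosomal genes in male and 25,758 in female placentas.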

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

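The alternatives without both libraries numbered 1, with DESeq2 on the genes of the edgeR filter, with DESeq2 unfiltered at an unadjusted p, with edgeR and Xist left out of the essential list, and for expressed genes with at least 2 reads after thinning to the smallest total of reads on genes, were chosen after the results were seen, and all others before. Of the 8 genes called with edgeR, all 8 were kept with DESeq2 size factors, TMM from autosomal genes, no filter, the study's filter, DESeq2 and the replicate block; 7 with a robust spread; 5 to 7 with 1 library left out; and 5 without both libraries numbered 1. Named genes kept their direction in all settings except those given here, and the 4 Y-linked calls stayed called in all. Except where the number of genes or libraries tested falls by construction, the cause of a change was not tested. At an unadjusted p below 0.05, edgeR gave 269 autosomal genes higher in females and 199 in males, and 41 and 3 X-linked genes; at an adjusted p below 0.1 it gave 5 X-linked genes higher in females. With no filter it called 49 and 28 autosomal and 10 and 1 X-linked genes, the X-linked median was 0.022 and the steroid synthesis median -0.0040, with the direction of that list's test reversed. DESeq2 called 6 and 5 autosomal genes, 5 X-linked genes higher in females and 8 of the genes the study printed, with an X-linked median of 0.016 and a steroid synthesis median of -0.0094, again with the test reversed. On the genes of the edgeR filter DESeq2 called 10 and 5 autosomal genes, 5 X-linked genes higher in females, 8 of the genes the study printed and 20 lists, and the X-linked median was 0.030 with the call kept, so that the loss of this call and of the direction of steroid synthesis went with the filter. At an unadjusted p below 0.05, DESeq2 gave 211 and 147 autosomal, 37 and 2 X-linked and 7 Y-linked genes with no filter, and 224 and 175 autosomal and 36 and 4 X-linked genes with the study's filter. With an estimated correlation the X shift (median 0.033) had p = 0.156 by the camera test, and 1 list was called. Of the lists not called, stromal and pericyte markers, metallothioneins and glucocorticoid-induced genes, imprinted genes, spongiotrophoblast and glycogen cell markers and essential placental genes were called with DESeq2 (of these only stromal and pericyte and spongiotrophoblast and glycogen cell markers on the genes of the edgeR filter), the last also with no filter and with the study's filter; all except neutrophil and monocyte markers, steroid synthesis, hypoxia-induced and immediate early genes were called in at least 1 of the fits with 1 library left out. Above 1 CPM, 469 X-linked genes passed in all 3 males.

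By the rule set beforehand, a correlation over 0.1 in every pair, the replicate numbers were not taken to pair the samples; whether they mark litters stays open. Deviations from the group means correlated at 0.30, -0.10 and 0.17 between the libraries numbered 1, 2 and 3 across genes, and not every library correlated best with its own number. Mitochondrial shares, however, were close between male and female libraries of the same number. They were 1.24% and 1.15% for number 1, 0.548% and 0.526% for number 2, and 1.09% and 1.04% for number 3. Shares of reads outside annotated genes ranked alike by number in both sexes. With the number as a replicate block, edgeR gave 11 calls, including the 8, with 1 autosomal gene higher in males (Prl7a1) and 5 X-linked genes higher in females, and 20 lists were called, with spongiotrophoblast and glycogen cell markers (adjusted p = 0.00975) and essential placental genes (adjusted p = 0.0382) added to the 18.

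Without both libraries numbered 1, 0 autosomal genes were called higher in females, Prl3c1 turned (0.078), and so did the direction of the camera test for neutrophil and monocyte markers (median -0.014) and for hypoxia-induced (-0.011), immediate early (-0.054) and imprinted genes (-0.0062). Decidual markers (-0.62, against -0.20), stromal and pericyte markers (-0.23, against -0.10) and metallothioneins and glucocorticoid-induced genes were then called. With 1 library left out, 0 to 1 autosomal genes were called higher in females, 0 to 1 in males, and 1 to 3 X-linked genes higher in females. Of 83 named genes, 37 moved by over 1.5 times or turned with 1 library or both libraries numbered 1 left out. With 1 left out, log2 fold changes ran from -0.10 to 1.40 for Apoa1, -0.20 to 1.96 for Fgb, -0.50 to 1.71 for Afp, -0.085 to 0.035 for Perp and -0.11 to 0.12 for Slc16a1. Medians ran from 0.019 to 0.056 for X-linked genes, -0.13 to 0.98 for yolk sac endoderm, -0.39 to 0.16 for decidual, -0.21 to 0.12 for stromal and pericyte, -0.22 to 0.088 for neutrophil and monocyte and -0.091 to 0.058 for endothelial markers, -0.11 to -0.026 for pregnancy-specific glycoproteins, -0.079 to 0.018 for steroid synthesis, -0.056 to 0.070 for hypoxia-induced, and -0.11 to 0.047 for immediate early genes. Depth limits Slc22a1 (4 to 37 reads per library), Panct2 (9 to 33) and Dazl (4 to 22), and in data with changes put in edgeR recovered 32% of genes changed by 0.5 on the log2 scale.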

Other observations

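All tests of explanations in this part were chosen after the results were seen, while the comparison with other splits of the libraries was planned before. The 10 splits of the 6 libraries into 3 and 3 are too few for a share below 0.05. For edgeR at an adjusted p the real split gave 8 genes and the highest other split 1 (1 split as large, the real one). Of the 8, Xist and 4 Y-linked genes can separate only by sex. Without Xist and Y-linked genes the values were 3 and 1, and for DESeq2 at an adjusted p 16 and 161. Other splits that exceeded the real one with DESeq2 gave 67, 42 and 19 genes, and the rest gave 0 to 7. At an unadjusted p edgeR gave 512 autosomal and X-linked genes against 1843 (7 splits as large), and DESeq2 with no filter 397 against 1737 (7 splits). For gene lists called by camera the values were 18 and 15 (1 split), or 17 and 14 without the Y-linked list, and for the difference of X-linked and autosomal medians 0.036 and 0.071 (3 splits). The split with the most genes at an unadjusted p set male replicates 1 and 2 and female replicate 1 against the rest. All 4 splits with both libraries numbered 1 on one side gave more genes at an unadjusted p than the real split, 922 to 1843 with edgeR, and the 5 others gave 265 to 707, 2 of them more than the real split. This points to a structure of the samples that does not follow sex, and without both libraries numbered 1 edgeR gave 6 calls, 5 of them among the original 8.

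More autosomal genes had a normalized count above 1 in males, a difference of 1470 between the means per library. In male replicates 2 and 3 the size factors were 0.841 and 0.848, so that 1 read passes the threshold, while in the other 4 libraries, with size factors above 1, it does not. With all libraries thinned to the smallest total of reads on genes, the difference was 1395 at the same threshold (two-sided exact permutation p = 0.4) and 321 with at least 2 reads required (p = 0.6, where 0.1 is the smallest possible), and for the latter without male replicate 1, which had the largest share of reads outside annotated genes, it was -182.5. The values with at least 2 reads are consistent with the read threshold, rather than depth alone, as the main source of the difference and male replicate 1 as a candidate source of the remainder. A difference between the sexes in the number of transcribed genes stays open and was not tested apart from these. The autosomal numbers quoted from the study were not reproduced. By the same definition 18633 genes passed in all male and 17862 in all female libraries. Even those passing in any library, 25119 in males and 22802 in females, were fewer than the study's. The cause of this gap was not tested.

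Xist had 176, 317 and 77 reads in the male libraries, 1.46%, 3.41% and 0.822% of its female mean. Reads carried over from the female libraries of this series would have a counterpart in male reads in the females; Ddx3y, Eif2s3y, Kdm5d and Uty had 0 reads there, an upper limit of 0.0292% of their male level, which argues against carry-over at a similar rate in both directions. Maternal cells, which express Xist, may have stayed on the male placentas: for Xist and the summed decidual markers 2 of 3 pairs of male libraries had the same order, and male replicate 2 was highest for Xist and the decidual markers (494 CPM, against 208 and 252 CPM in male replicates 1 and 3). For uterine NK cell markers 2 of 3 pairs also had the same order as for Xist. At 38.5, 39.2 and 39.0 CPM in male replicates 1, 2 and 3 they were nearly constant while Xist varied. Neither list decides whether the share of maternal tissue varied. With 3 libraries maternal cells and low Xist expression in male placental cells cannot be told apart.

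Syncytiotrophoblast markers were higher and prolactin genes lower in females with the preset correlation, and both calls were lost with an estimated one (adjusted p of 0.130 and 0.155). A larger share of syncytiotrophoblast in the female samples would raise its markers alike only if each were confined to these cells. That was not tested. The 11 markers spread by more than their errors, from 0.04 for Slc16a1 to 0.85 for Gcm1. Cochran's Q was 40.8, reached by a share of 0.0032 of 10000 simulated sets of t-distributed errors taken as independent between genes. Markers with other sources would rise unevenly under a larger share too, so the spread does not decide whether the share differed. A smaller junctional zone may contribute to the lower prolactin genes: 9 junctional zone markers outside that family had a median of -0.12 (SD 0.17, 7 lower in females), against -0.24 for the prolactin family, whose members belong to several cell types. The 24 tested prolactin genes also spread by more than their errors (Cochran's Q 100.5, reached by a share of 0.0003 of the simulated sets). The spread of the junctional zone markers is too wide to tell the medians apart, and a difference between the sexes in the regulation of these genes stays open and was not tested.

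With DESeq2, no filter and adjusted p, 11 autosomal and 5 X-linked genes were called. That is lower than the numbers quoted from the study above. The study's methods name a Benjamini-Hochberg adjustment and a minimum normalized read count of 1 in all replicates, a filter this fit did not have. The adjusted calls with that filter were not counted. On the genes of the edgeR filter DESeq2 made 25 calls in all, Y-linked genes included, so that filtering there did not close the gap. At an unadjusted p below 0.05 the fit with no filter gave 358 autosomal and 39 X-linked genes, the same totals as the study. The 358 were 1.235% of 28987 autosomal genes tested. Of unchanged genes, simulated on the genes of the edgeR filter, 4.23% passed this threshold with DESeq2. The 358 alone therefore do not show a difference between the sexes. By direction, 211 autosomal genes were higher in females and 147 in males, close but not equal to the study's split. For X-linked genes the split of 37 and 2 was the same.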
